A study of Mus with 14 samples.

How the data were processed

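Gene expression was measured by droplet-based 3' single-cell RNA sequencing in 14 libraries, each from the bone marrow of 1 mouse. Per the labels' protocols, lethally irradiated aged hosts received bone marrow from primary transplant recipients and were harvested 20 weeks later, and donor-derived (CD45.2+) cells that lacked lineage markers and carried Kit on their surface were sorted. Per the labels' protocols, cells were loaded on a 10x Chromium version 3.1 chip for each library and sequenced on an Illumina NovaSeq instrument. The deposited matrices hold whole-number counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. They were made with Cell Ranger 6.0.0, per the file headers. Neither the labels nor the headers state the genome build or the annotation release, and no cell type annotation was used here. Each file set lists 32285 genes, which were named by the symbols and Ensembl identifiers in the files.

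The labels give 4 groups: MxCre (n = 3), the control that carries only the inducible recombinase, Dnmt3a (n = 4), Dnmt3a;Tnfr1KO (n = 3) and Dnmt3a;Tnfr2KO (n = 4). The last 2 are written Tnfr1KO-labelled and Tnfr2KO here. The 4 comparisons were Dnmt3a against MxCre, Tnfr1KO-labelled against Dnmt3a, Tnfr2KO against Dnmt3a, and Tnfr2KO against Tnfr1KO-labelled. The mouse was the replicate throughout, and cells were never used as replicates. The labels do not say which primary recipients supplied which mice, so mice of a group may share a donor, in which case they are not independent and the SD and p values given here may be too small. The groups, tests, cell filters, gene lists, cell type markers, the rule for naming genes and the first set of alternatives were fixed before the data were examined. The scoring rule that turns markers into class names was set after the matrices had been seen.

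Cells were kept with at least 1000 UMIs, at least 500 genes and under 10% mitochondrial UMIs. Doublets were called within each library by the share of simulated doublets among nearest neighbours, at a rate of 0.8% per 1000 cells, and were removed. Counts were scaled per cell and log-transformed, and 2000 variable genes were chosen over the libraries, leaving out mitochondrial genes, Xist, Y chromosome genes, Dnmt3a, Tnfrsf1a and Tnfrsf1b. Cells were clustered on 30 principal components with 20 neighbours by the Leiden method at resolution 1. A cluster took the name of a cell class (written as class-like) when the mean standardised level of that class's markers exceeded 0.5, at least 1 of these markers was among the cluster's 10 leading genes by fold with no other class having more there, and at least 3 markers were detected in at least 10% of its cells. Leading genes had to be detected in 25% of the cluster's cells, and 10 CPM was added before folds were taken. The 12 marker sets held 116 genes. All other clusters stayed unnamed.

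For expression tests, UMIs were summed per library over all kept cells, and separately over the kept cells of each class. Libraries with fewer than 20 cells of a class were left out of that class, and a class was tested if at least 2 libraries per group remained. Sums were tested with the two-sided quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with TMM scaling, the filterByExpr filter on low counts, all 4 groups in a single model without covariates, and Benjamini-Hochberg adjustment within each comparison. A gene was called changed at an adjusted p below 0.05. CPM values of single genes were counts per 1e6 UMIs of the summed library after scaling its size by the TMM factor of edgeR. Levels of Xist, sums over histone genes and over mature blood cell transcripts, and floors used the UMI totals without that factor. The targeted genes Tnfrsf1a, Tnfrsf1b and Dnmt3a and the ligand gene Tnf were named in every comparison. Beyond these, up to 5 genes were named per comparison for all cells and for the HSC/MPP-like class: those of highest absolute log2 fold change among called genes with a mean of at least 10 CPM in either group and no overlap of CPM values between the groups. A gene without any UMI in a group was given a bound from a floor of 3 UMIs over the whole group.

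Shares of cells were compared by an exact two-sided permutation test on the difference of group means, with Benjamini-Hochberg adjustment over the named classes of a comparison. Lineage output was summarised per mouse as the log2 ratio of lymphoid-primed MPP-like plus B-lymphoid progenitor-like cells to granulocyte plus monocyte progenitor-like cells, with 1 cell added on each side. In the HSC/MPP-like sums, 11 gene lists were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided) and adjusted over all 44 pairs of list and comparison. The lists were NF-kB targets (45 genes), immediate early genes (32), interferon response (46), S phase (42), G2 and M phase (52), stem cell genes (20), lymphoid priming (20), myeloid priming (22), megakaryocyte and erythroid priming (19), antigen presentation (15) and mature blood cell transcripts (16). Ccl5 was in both the NF-kB and the mature blood cell lists, and Ighm in both the lymphoid and the mature blood cell lists. Called genes near Tnfrsf1a and Tnfrsf1b were counted with Fisher's exact test among the 50 tested genes on either side. Gene order for that count came from a RefSeq table of the GRCm38.p6 assembly, to which 26335 of the 32285 genes matched by symbol, and no coordinates were taken from it.

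The alternatives tried were DESeq2 1.42.0, its size factors inside edgeR, no filter on low counts, only the libraries of the 2 groups compared, the replicate number as a block, each library left out in turn, doublets kept, a stricter cell filter (2000 UMIs, 5% mitochondrial), sums thinned to the smallest library, an absolute log2 fold change of at least 1, Leiden resolutions 0.5 and 2, edgeR on cell numbers for the shares, and, for the gene lists, fry and camera with an estimated correlation. A term for a division of the libraries that the groups do not explain, and comparisons inside 1 side of it, were added after seeing the data.

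The edgeR step was tested on simulated data for Dnmt3a against MxCre, with counts drawn from the real means and library sizes. In 15639 genes for all cells, it recovered 92 of 200 genes changed by a log2 fold change of 1 (46.0%) with 6 false calls. In 11820 genes for the HSC/MPP-like class, it recovered 139 of 200 (69.5%) with 8 false calls. A simulated comparison without any change gave 0 calls in each of them. Clustering and the share tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, and figures were drawn with matplotlib 3.10.9. Raw reads were not used here. Depth per library is given with the results, and intervals and floors cover counting error only.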

Results

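Single-cell transcriptomes were collected from Kit-positive donor-derived bone marrow cells of 14 transplanted mice (3 MxCre, 4 Dnmt3a, 3 Tnfr1KO-labelled and 4 Tnfr2KO). Tnfr1 and Tnfr2 are the receptors of tumour necrosis factor alpha, encoded by Tnfrsf1a and Tnfrsf1b. Cell barcodes numbered 3042 to 9724 per library. In MxCre, replicates 1 to 3 had total counts of 160599824, 62416022 and 82956455 UMIs. In Dnmt3a, replicates 1 to 4 had 83762401, 79731507, 149896686 and 117492937 UMIs. The Tnfr1KO-labelled replicates 1 to 3 had 127808814, 96959019 and 82341270 UMIs. In Tnfr2KO, replicates 1 to 4 had 144834837, 157285474, 121295817 and 162869740 UMIs.

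After filtering, between 1924 cells (Dnmt3a replicate 1) and 7265 cells (Tnfr2KO replicate 1) remained per library. Dnmt3a replicate 1 differed most at this step, since 5138 of its 7257 barcodes held fewer than 1000 UMIs and 26.5% were kept, against 63.2% to 91.6% in the other 13 libraries. The median depth of kept cells ran from 10750.5 UMIs in Dnmt3a replicate 4 to 39086 UMIs in Dnmt3a replicate 1. Doublet calls numbered 31 to 480 per library. Transcripts of Xist were present in each library (907 to 1663 CPM) and no UMI of the Y chromosome genes Ddx3y and Eif2s3y was found, while Kdm5d and Uty had at most 3 UMIs in any library.

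Clustering gave 33 clusters, of which 19 took names of cell classes. The named classes were HSC/MPP-like, granulocyte, monocyte, megakaryocyte, erythroid, dendritic cell, basophil/mast cell and B-lymphoid progenitor-like, and T/NK/innate lymphoid-like. No cluster met the rule for lymphoid-primed MPP-like, eosinophil progenitor-like or macrophage-like cells. The 14 unnamed clusters held 22.8% ± 3.87 (SD, n = 3) of cells in MxCre, 37.7% ± 11.9 (n = 4) in Dnmt3a, 35.7% ± 4.51 (n = 3) in Tnfr1KO-labelled and 30.02% ± 4.46 (n = 4) in Tnfr2KO. The 2 most populous of them, clusters 4 and 6, were led by Tespa1, Cpa3 and Cd34. Cluster 4 held 5.96%, 10.1%, 7.52% and 9.24% of cells in the groups in the order above, and cluster 6 held 5.58%, 6.84%, 7.37% and 9.17%. Cluster 9, led by Gm42418, Lars2 and AY036118, held 0.395%, 1.48%, 8.25% and 3.39%, with 52.3% of its cells from Tnfr1KO-labelled replicate 1. Clusters 10 and 14, led by Ms4a2, Fcer1a and Gata2, held 3.74%, 2.56%, 2.97% and 3.91%, and 1.79%, 1.83%, 1.48% and 2.27%. Cluster 16, led by the mature B cell genes Ly6d, Cd74, Ms4a1 and Ighd, held 0.673%, 1.26%, 5.32% and 0.0878%. Cluster 22, led by histone genes, held 0.0237%, 7.77%, 0.0378% and 0.0636%, and 90.4% of its cells came from Dnmt3a replicate 1. The neutrophil-gene clusters 19 and 21 held 1.59%, 1.47%, 0.557% and 0.606%, and 1.28%, 1.59%, 0.827% and 0.439%. Cluster 20, led by S100a4 and Lgals3, held 1.14%, 1.68%, 0.864% and 0.394%. Clusters 27 to 30 held at most 0.775% of any group.

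The targeted genes were examined first in each library. Tnfrsf1b (ENSMUSG00000028599) averaged 5.06 CPM ± 0.517 (SD, n = 4) in Tnfr2KO, with 4.36, 5.45, 4.997 and 5.45 CPM in replicates 1 to 4. It averaged 13.7 CPM ± 1.36 (n = 4) in Dnmt3a, where the replicates had 13.2, 12.2, 13.9 and 15.5 CPM. The level was 13.6 CPM ± 2.84 (n = 3) in MxCre (11.7, 16.9 and 12.3 CPM) and 13.4 CPM ± 3.19 (n = 3) in Tnfr1KO-labelled libraries (range 10.4 to 16.7 CPM). The log2 fold change of Tnfrsf1b in Tnfr2KO against Dnmt3a was -1.44 (SE 0.161, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p 5.71e-04), and against Tnfr1KO-labelled libraries it was -1.40 (adjusted p 0.00191 by the same method). Of the alternatives tried, the term for the library split described last moved the adjusted p of Tnfrsf1b against Dnmt3a most (0.0127). Within HSC/MPP-like cells the Tnfrsf1b change against Dnmt3a was -0.71 and did not pass adjustment (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.143, range over the alternatives 0.00157 with doublets kept to 0.385).

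Tnfrsf1a (ENSMUSG00000030341) was not lower in the libraries labelled Dnmt3a;Tnfr1KO beyond the spread between mice. It averaged 38.2 CPM ± 4.31 (SD, n = 3) there (42.4, 33.7 and 38.5 CPM), 43.6 CPM ± 9.33 (n = 4) in Dnmt3a (32.4, 39.8, 52.8 and 49.6 CPM), 42.2 CPM ± 3.96 (n = 3) in MxCre (43.0, 45.7 and 37.9 CPM) and 55.0 CPM ± 12.1 (n = 4) in Tnfr2KO (53.6, 39.1, 59.0 and 68.1 CPM). The log2 fold change against Dnmt3a was -0.19 (SE 0.188, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.592). Since the transcript counts did not mark these 3 libraries, each direction given for them rests on their label alone.

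**Figure D1:**
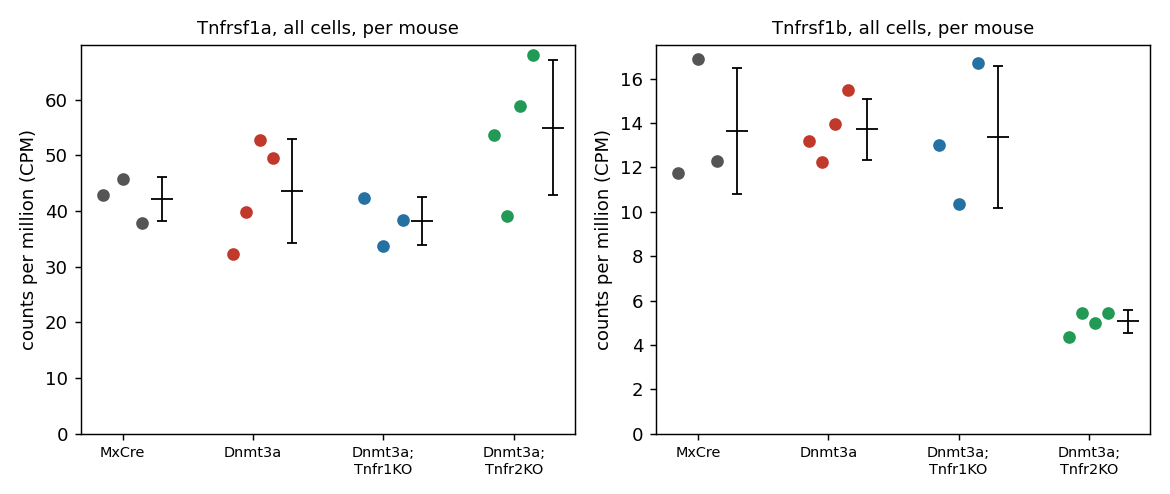
Level of Tnfrsf1a and Tnfrsf1b in CPM (vertical axes) for each of the 14 mice by group (horizontal axis), with points for mice and lines for mean and SD. Tnfrsf1b lies between 4.36 and 5.45 CPM in the 4 Tnfr2KO mice and at 10.4 CPM or above in the other mice, while the Tnfrsf1a levels of the groups overlap.

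The Dnmt3a transcript (ENSMUSG00000020661) averaged 24.5 CPM ± 3.21 (SD, n = 3) in MxCre, 30.5 CPM ± 2.16 (n = 4) in Dnmt3a, 21.9 CPM ± 0.512 (n = 3) in Tnfr1KO-labelled and 23.7 CPM ± 1.17 (n = 4) in Tnfr2KO. Its log2 fold changes were 0.31 (SE 0.0956) in Dnmt3a against MxCre, -0.48 (SE 0.0960) in Tnfr1KO-labelled against Dnmt3a and -0.37 (SE 0.0880) in Tnfr2KO against Dnmt3a, with edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.0798, 0.0502 and 0.0625. DESeq2 gave 0.0396, 0.00134 and 0.00830 for the same 3 differences, so the tools fell on opposite sides of the 0.05 threshold. Over the alternatives, edgeR and DESeq2 adjusted p for the Dnmt3a transcript ran from 0.0396 to 0.615, from 0.00134 to 0.448 and from 0.00830 to 0.213. Without Dnmt3a replicate 2 they were 0.0364 and 0.0328 by edgeR in Tnfr1KO-labelled and Tnfr2KO against Dnmt3a, and without Dnmt3a replicate 3 it was 0.0481 in the latter. Tnf (ENSMUSG00000024401) was not called in any of the 4 comparisons (edgeR quasi-likelihood Benjamini-Hochberg adjusted p 0.452 to 1.00 in all cells).

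The share of HSC/MPP-like cells addresses stem cell output. It was 17.8% ± 7.29 (SD, n = 3) of kept cells in MxCre, 8.80% ± 4.81 (n = 4) in Dnmt3a, 6.43% ± 2.50 (n = 3) in Tnfr1KO-labelled and 11.1% ± 2.96 (n = 4) in Tnfr2KO. The differences of means were -9.004 percentage points in Dnmt3a against MxCre (exact two-sided permutation p 0.0857, adjusted 0.257), -2.37 in Tnfr1KO-labelled against Dnmt3a (exact p 0.486, adjusted 0.845), 2.26 in Tnfr2KO against Dnmt3a (exact p 0.457, adjusted 0.686) and 4.63 in Tnfr2KO against Tnfr1KO-labelled (exact p 0.114, adjusted 0.343). None of the 4 passed Benjamini-Hochberg adjustment. A comparison of 3 with 4 mice, or of 4 with 4, could not give an exact p below 0.0286. For a lone class adjustment makes that 0.257. Keeping doublets brought the difference against MxCre to -12.8 percentage points. The direction in Tnfr2KO against Dnmt3a changed at Leiden resolution 2 (-1.01), and without Dnmt3a replicate 4 the difference was 0.0803. Leaving out MxCre replicate 3 brought the difference of Dnmt3a against MxCre to -4.81. When 1 library was left out, the difference in Tnfr1KO-labelled against Dnmt3a ran from -4.55 to -0.763. In Tnfr2KO against Tnfr1KO-labelled it ran from 3.25 to 5.93. Tested as cell numbers with edgeR, the 4 HSC/MPP-like differences did not pass adjustment either (Benjamini-Hochberg adjusted p 0.214, 0.825, 0.697 and 0.723).

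Other classes were compared in the same way, and none of their 32 differences passed Benjamini-Hochberg adjustment of the exact permutation test. Megakaryocyte progenitor-like cells made up 17.3% ± 7.33 (SD, n = 3) of cells in MxCre and 4.72% ± 4.94 (n = 4) in Dnmt3a, without overlap between the mice (exact two-sided permutation p 0.0571, adjusted 0.257). In Tnfr1KO-labelled and Tnfr2KO they made up 4.14% ± 1.89 (n = 3) and 5.90% ± 2.89 (n = 4). Dendritic cell progenitor-like cells rose from 0.104% ± 0.0374 (n = 3) to 0.700% ± 0.324 (n = 4) in the Dnmt3a group, also without overlap (exact p 0.0571, adjusted 0.257). T/NK/innate lymphoid-like cells made up 0.695% ± 0.586 (n = 3) in Tnfr1KO-labelled and 0.0695% ± 0.0390 (n = 4) in Tnfr2KO (exact p 0.0286, the smallest possible, adjusted 0.257). Monocyte progenitor-like cells made up 9.81%, 13.97%, 22.8% and 19.03% of cells in MxCre, Dnmt3a, Tnfr1KO-labelled and Tnfr2KO, granulocyte progenitor-like cells 16.1%, 14.98%, 20.1% and 23.6%, erythroid progenitor-like cells 15.5%, 7.88%, 8.96% and 9.50%, and basophil/mast cell progenitor-like cells 0.427%, 0.398%, 0.322% and 0.337%. As cell numbers in edgeR, B-lymphoid (log2 fold change 6.93) and dendritic cell progenitor-like cells (2.75) passed adjustment in Dnmt3a against MxCre (Benjamini-Hochberg adjusted p 0.0192 for both), as did B-lymphoid (-7.97) and T/NK/innate lymphoid-like cells (-2.91) in Tnfr2KO against Dnmt3a (0.00178 for both) and T/NK/innate lymphoid-like cells (-3.26) in Tnfr2KO against Tnfr1KO-labelled (7.53e-04). The T/NK difference of Tnfr2KO against Dnmt3a was carried by Dnmt3a replicate 4 (1.70%, other Dnmt3a mice 0.104% to 0.201%). Without that library the difference of shares went from -0.459 to -0.0692 percentage points, and the edgeR test of cell numbers was not repeated without it. The T/NK share also varied among the Tnfr1KO-labelled mice, from 0.195% to 1.34%. With 1 library left out, the T/NK difference of Tnfr2KO against Tnfr1KO-labelled ran from -0.875 to -0.303 percentage points.

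B-lymphoid progenitor-like cells made up 0.0807% ± 0.125 (SD, n = 3) of cells in MxCre, 10.3% ± 17.5 (n = 4) in Dnmt3a, 0.305% ± 0.247 (n = 3) in Tnfr1KO-labelled and 0.0384% ± 0.0393 (n = 4) in Tnfr2KO. The Dnmt3a mean came mostly from replicate 4, where they reached 36.6%, against 0.148% to 3.12% in the other 3. The B-lymphoid share was lower in each Tnfr2KO mouse than in any Dnmt3a mouse (exact two-sided permutation p 0.0286, the smallest possible, Benjamini-Hochberg adjusted 0.257). Without a lymphoid-primed MPP-like class, the lymphoid side of the lineage ratio consisted of B-lymphoid progenitor-like cells alone. That side held 2, 0, 2 and 6 cells in Tnfr2KO (MxCre 1, 0 and 10, Dnmt3a 4 to 1983), so the added cell shapes low ratios. The log2 ratio averaged -8.55 ± 2.08 (SD, n = 3) in MxCre, -3.48 ± 3.46 (n = 4) in Dnmt3a, -7.40 ± 1.78 (n = 3) in Tnfr1KO-labelled and -9.89 ± 0.97 (n = 4) in Tnfr2KO. In the order of the 4 comparisons, the differences were 5.07, -3.92, -6.41 and -2.49 (exact p 0.114, 0.143, 0.0286 and 0.0857). The third, Tnfr2KO against Dnmt3a, was the only one past 0.05 (unadjusted). It moved to -1.09 at Leiden resolution 2 (exact p 0.114), where a lymphoid-primed MPP-like class was named and entered the ratio. Without Tnfr2KO replicate 1, 2, 3 or 4 the difference was -6.31, -6.07, -6.42 or -6.84, each with an exact p of 0.0571, and without Dnmt3a replicate 4 it was -5.02 (exact p 0.0286).

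**Figure D2:**
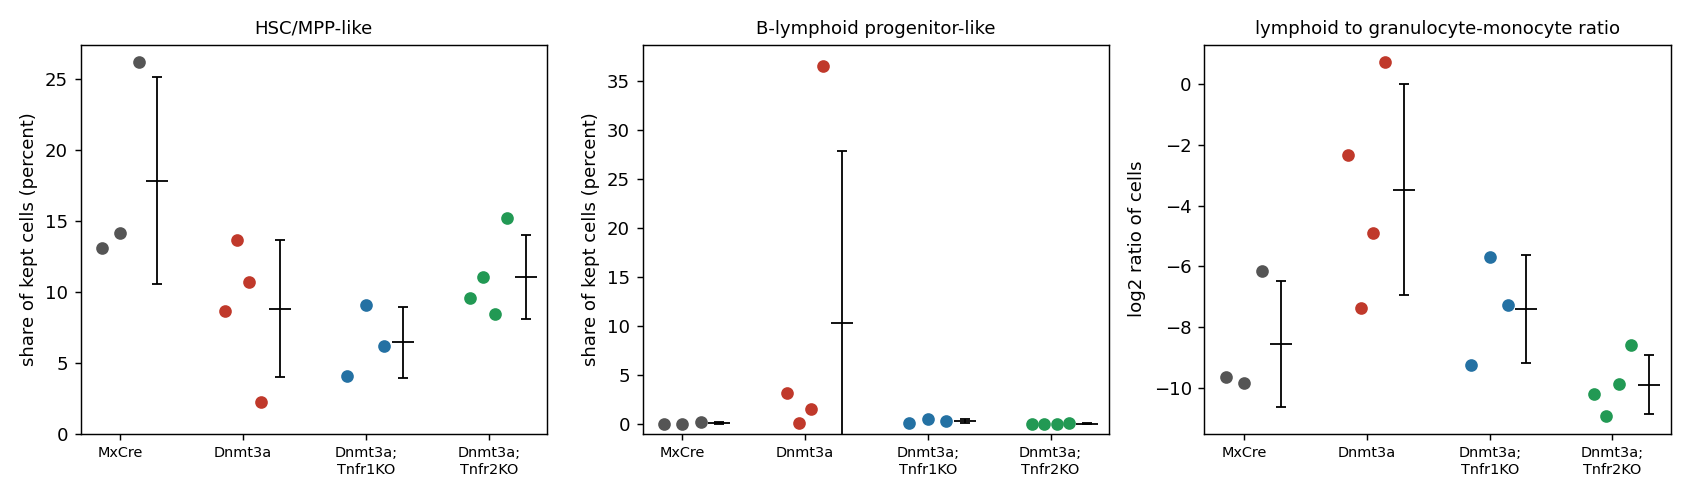
Share of HSC/MPP-like cells (percent of kept cells), share of B-lymphoid progenitor-like cells (percent) and log2 ratio of lymphoid to granulocyte and monocyte progenitor-like cells (vertical axes) per mouse by group, with lines for mean and SD. B-lymphoid cells reached 36.6% in Dnmt3a replicate 4, and the log2 ratio of each Tnfr2KO mouse lay below that of each Dnmt3a mouse.

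Expression was tested in 15639 genes for all cells, where sums mix expression and cell composition, so calls may reflect either. In Dnmt3a against MxCre, which asks what the Dnmt3a mutation changes, 384 genes were called (200 higher, 184 lower). Called genes numbered 71 (44 higher, 27 lower) in Tnfr1KO-labelled against Dnmt3a and 130 (87 higher, 43 lower) in Tnfr2KO against Dnmt3a. These ask what each receptor's loss adds. Between the receptor genotypes, 30 genes were called (19 higher and 11 lower in Tnfr2KO). In HSC/MPP-like cells, where 11820 genes were tested, the 4 counts were 1177 (537 higher, 640 lower), 86 (59 higher, 27 lower), 69 (51 higher, 18 lower) and 19 (7 higher, 12 lower). The count of 384 in all cells moved to 1536 with DESeq2 and to 7 in a fit of only the 2 groups. Single libraries also decided several counts. In all cells, Dnmt3a against MxCre gave 1 gene without MxCre replicate 2 or without Dnmt3a replicate 1, 3 without MxCre replicate 3, 43 without Dnmt3a replicate 3, 90 without MxCre replicate 1 and 1265 without Dnmt3a replicate 2. The second comparison gave 8 without Tnfr1KO-labelled replicate 3 and 301 without Dnmt3a replicate 2. The third gave 30 without Tnfr2KO replicate 3 and 797 without Dnmt3a replicate 2. The fourth gave 18 without Tnfr2KO replicate 1. Among HSC/MPP-like cells the first comparison gave 244 without MxCre replicate 3, the second 15 without Tnfr1KO-labelled replicate 2 and 205 without Dnmt3a replicate 2, the third 21 without Tnfr2KO replicate 1 and 365 without Dnmt3a replicate 2, and the fourth 10 without Tnfr1KO-labelled replicate 2.

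Counts in the other classes that could be tested were 323, 293, 419 and 26 genes for granulocyte progenitor-like cells and 352, 197, 289 and 34 for monocyte progenitor-like cells, in the same order of comparisons. Megakaryocyte progenitor-like cells, with 3 Dnmt3a libraries of at least 20 cells, gave 439, 54, 106 and 11. In erythroid progenitor-like cells edgeR called 0, 3, 8 and 5 genes, the 0 standing beside 1707 genes at an unadjusted p below 0.05 and 158 called by DESeq2. Leaving out 1 library moved these counts too. Granulocyte progenitor-like cells gave 1 (without MxCre replicate 2) to 536 (without Dnmt3a replicate 4) in the first comparison, 22 (without Tnfr1KO-labelled replicate 2) to 501 (without Dnmt3a replicate 2) in the second and 80 (without Tnfr2KO replicate 1) to 732 (without Dnmt3a replicate 2) in the third. Monocyte progenitor-like cells gave 1 (without MxCre replicate 2) to 556, 28 (without Tnfr1KO-labelled replicate 2) to 402 and 57 (without Tnfr2KO replicate 1) to 593, each upper count without Dnmt3a replicate 2, and at least 19 (without Tnfr1KO-labelled replicate 3) in the fourth. Megakaryocyte progenitor-like cells gave 10 to 1364, 4 to 621 and 14 to 933, the lower counts without Dnmt3a replicate 1 and the upper ones without Dnmt3a replicate 2, and at least 1 (without Tnfr1KO-labelled replicate 2) in the fourth. Erythroid progenitor-like cells gave at most 2 and 4 genes in the first 2 comparisons, both without Dnmt3a replicate 4. Without Tnfr1KO-labelled replicate 2 edgeR called 0 erythroid genes in the second and the fourth, beside 645 and 146 at an unadjusted p below 0.05, and DESeq2 was not run without that library. A gene being called in 1 class and not in another was not tested as a difference between classes.

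**Figure D3:**
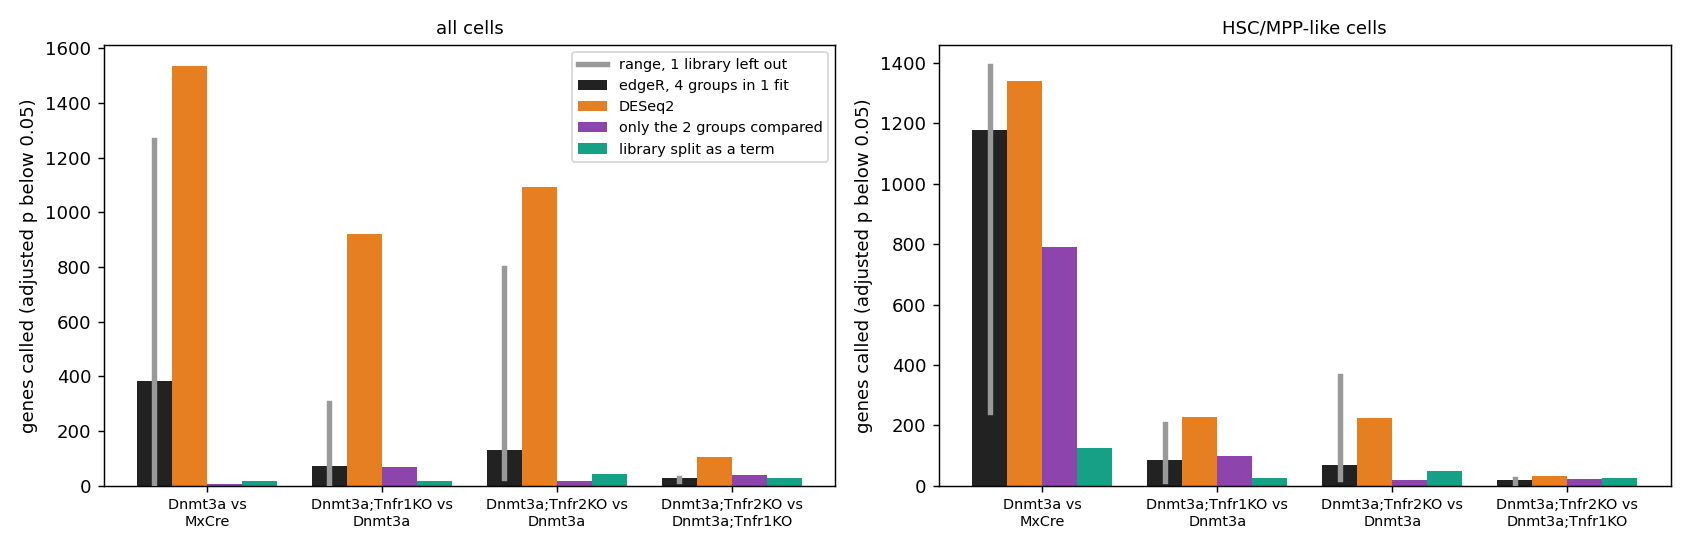
Number of genes called changed (vertical axis, Benjamini-Hochberg adjusted p below 0.05) in each of the 4 comparisons for all cells and for HSC/MPP-like cells, as bars for edgeR with 4 groups, DESeq2, edgeR with only the 2 groups, and edgeR with a term for the library split, with a grey line for the range when 1 library is left out. For all cells in Dnmt3a against MxCre the bars run from 7 to 1536 genes and the grey line from 1 to 1265.

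Among named genes of Dnmt3a against MxCre in all cells, Mtus2 (ENSMUSG00000029651) was lowest relative to the control, at 0.0822 CPM against 19.2 CPM ± 4.95 (SD, n = 3; log2 fold change -7.94, SE 1.68, edgeR quasi-likelihood Benjamini-Hochberg adjusted p 0.0385). Hormad2 (ENSMUSG00000020419) was also lower (-6.97, SE 1.43, adjusted p 0.0381 by the same test). The 3 named genes that were higher, Vpreb3 (ENSMUSG00000000903), Lef1 (ENSMUSG00000027985) and Igll1 (ENSMUSG00000075370), had log2 fold changes of 7.19, 7.06 and 6.79, with edgeR adjusted p of 0.0466, 0.0460 and 0.0470. These are genes of the B lineage and their means were carried by Dnmt3a replicate 4. All 5 lost their calls without MxCre replicate 3, at edgeR adjusted p of 0.129 (Mtus2), 0.126 (Hormad2), 0.170 (Vpreb3), 0.172 (Lef1) and 0.170 (Igll1), and also without several other libraries. In HSC/MPP-like cells, Psma8 (ENSMUSG00000036743) and Hormad2 had no UMI in the 4 Dnmt3a libraries, which put them at least 178-fold and at least 101-fold lower than in MxCre against a floor of 3 UMIs over the group. Mtus2 (-6.79, SE 0.681, edgeR adjusted p 8.55e-05) and Smim40 (ENSMUSG00000092349; -4.21, SE 0.799, edgeR adjusted p 0.00476) were lower and F13a1 (ENSMUSG00000039109; 3.91, SE 0.748, edgeR adjusted p 0.00491) was higher. Psma8 lost its call without MxCre replicate 3 (edgeR adjusted p 0.0889), while the other 4 kept theirs in each fit without 1 library. F13a1 was not called with doublets kept (edgeR adjusted p 0.0623, range over its alternatives 2.57e-08 to 0.198). The named genes came from 215 genes in all cells and 838 in HSC/MPP-like cells that met the naming rule, whose demand for no overlap is met by chance by 5.71% of unchanged genes at 4 against 3 mice.

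In Tnfr1KO-labelled libraries against Dnmt3a, Ckm (ENSMUSG00000030399) rose from 11.96 CPM ± 6.34 (SD, n = 4) to 178 CPM ± 38.2 (n = 3) in all cells (log2 fold change 3.89, SE 0.410, edgeR quasi-likelihood Benjamini-Hochberg adjusted p 9.29e-04). Lrmda (ENSMUSG00000063458) fell from 15.3 CPM ± 2.83 (n = 4) to 2.08 CPM ± 0.116 (n = 3; -2.88, SE 0.155, edgeR adjusted p 8.17e-07). Rps29 (ENSMUSG00000034892), Atp5k (ENSMUSG00000050856) and Rpl38 (ENSMUSG00000057322) rose by log2 fold changes of 1.66, 1.502 and 1.48 (edgeR adjusted p 0.0329, 0.0322 and 0.0389). Calls for Ckm and Lrmda held in each fit without 1 library, at edgeR adjusted p up to 0.00518 and 4.08e-05. Rps29 and Rpl38 reached 0.151 without Tnfr1KO-labelled replicate 3 and Atp5k 0.138 without Tnfr1KO-labelled replicate 2, and the 3 genes kept their calls only in the fit without Dnmt3a replicate 2. Within HSC/MPP-like cells Ckm (3.59, SE 0.334, edgeR adjusted p 2.56e-05) and Lrmda (-2.54, SE 0.208, edgeR adjusted p 6.94e-06) were again called. Gm10076 (ENSMUSG00000060143; 3.08, edgeR adjusted p 0.0445), Hist2h2ac (ENSMUSG00000068855; -2.68, 0.00771) and Gdf3 (ENSMUSG00000030117; -2.49, 0.0487) completed the named set, and without Tnfr1KO-labelled replicate 2 their edgeR adjusted p were 0.153, 0.0641 and 0.280. Rps29, Rpl38, Atp5k, Gm10076 and the histone gene Hist2h2ac have near-identical copies, so the division of their UMIs between copies is uncertain. The rule was met by 40 genes in all cells and 74 in HSC/MPP-like cells, with the same chance share of 5.71% for groups without overlap.

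In Tnfr2KO against Dnmt3a, Zfp990 (ENSMUSG00000078503) rose from 0.116 CPM ± 0.0818 (SD, n = 4) to 20.3 CPM ± 8.89 (n = 4) in all cells (log2 fold change 7.52, SE 0.480, edgeR quasi-likelihood Benjamini-Hochberg adjusted p 2.44e-06). Pax5 (ENSMUSG00000014030), Lef1, Sdc4 (ENSMUSG00000017009) and Vpreb3 were lower, with log2 fold changes of -8.06, -7.68, -7.46 and -7.12 (edgeR adjusted p 0.0447, 0.0415, 0.0474 and 0.0472), and for these 4 the Dnmt3a means were carried by replicate 4. Without Tnfr2KO replicate 1 their adjusted p were 0.151, 0.137, 0.162 and 0.162, while Zfp990 stayed at or below 5.13e-05 in each fit without 1 library. In HSC/MPP-like cells, Zfp990 (6.64, SE 0.410, edgeR adjusted p 7.51e-08), Ckm (3.32, SE 0.318, edgeR adjusted p 1.51e-05) and Gm21887 (ENSMUSG00000095562; 2.88, SE 0.224, edgeR adjusted p 1.08e-06) were higher. Gdf3 (-2.41, edgeR adjusted p 0.0243) and Zfp982 (ENSMUSG00000078496; -1.95, edgeR adjusted p 0.0220) were lower and lost their calls without Tnfr2KO replicate 1 (0.0958 and 0.0835). Zfp990, Zfp982 and Zfp992 belong to a family of near-identical zinc finger genes, so their counts are uncertain. Here 74 genes in all cells and 45 in HSC/MPP-like cells met the rule, against a chance share of 2.86% for no overlap at 4 against 4 mice.

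Set directly against Tnfr1KO-labelled libraries, Tnfr2KO had higher Zfp990 (8.07, edgeR quasi-likelihood Benjamini-Hochberg adjusted p 1.42e-05), Lrmda (2.54, 3.34e-06) and Zfp992 (ENSMUSG00000070605; 2.01, 8.85e-04) and lower Pusl1 (ENSMUSG00000051557; -2.12, 1.23e-04) and C1qtnf12 (ENSMUSG00000023571; -1.89, 0.0350) in all cells. C1qtnf12 lost its call without Tnfr1KO-labelled replicate 2 (edgeR adjusted p 0.216), and the other 4 kept theirs in each fit without 1 library. In HSC/MPP-like cells Zfp990 had 2 UMIs in the 3 Tnfr1KO-labelled libraries and 1069 in the 4 Tnfr2KO libraries, a ratio of 199 with a 95% counting interval of 54.8 to 1642. Lrmda was higher (1.95, edgeR adjusted p 2.24e-04), and Pusl1 (-1.62, 5.15e-04), H2-Eb1 (ENSMUSG00000060586; -2.75, 0.00389) and Cd74 (ENSMUSG00000024610; -2.53, 0.0185) were lower in Tnfr2KO. Without Tnfr1KO-labelled replicate 2, the edgeR adjusted p of H2-Eb1 was 0.0624 and that of Cd74 0.335. The rule was met by 12 genes in all cells and 14 in HSC/MPP-like cells (chance share 5.71%).

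Gene lists were tested in HSC/MPP-like cells with camera, adjusted by Benjamini-Hochberg over the 44 pairs. Where leaving out any of several libraries changed a call, at least the library with the largest effect is named below. NF-kB targets, the list closest to receptor signalling, did not pass in Dnmt3a against MxCre (down, adjusted p 0.488, median log2 fold change -0.01, 17 of 37 genes higher). They passed upward in Tnfr1KO-labelled libraries against Dnmt3a (adjusted p 0.00768, median 0.28, 26 of 37 genes higher), did not pass in Tnfr2KO against Dnmt3a (up, 0.115, median 0.16, 25 of 37 higher) and did not pass in Tnfr2KO against Tnfr1KO-labelled (down, 0.0778, median -0.07, 15 of 37 higher). The call rested on Tnfr1KO-labelled replicate 1. Without that library the camera adjusted p of NF-kB targets was 0.417 in Tnfr1KO-labelled against Dnmt3a, the alternative that moved it most in a range that began at 3.88e-05. In Tnfr2KO against Tnfr1KO-labelled the direction then turned upward (0.398), and without Tnfr1KO-labelled replicate 2 or 3 the list passed downward (0.00130 and 0.0116). Of the 37 genes, edgeR called 3 in Dnmt3a against MxCre over all genes tested and 3 adjusted over the list alone.

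In Dnmt3a against MxCre, 7 of the other 10 lists passed camera with Benjamini-Hochberg adjustment and kept their calls in each fit without 1 library. G2 and M phase genes (adjusted p 3.08e-15, median log2 fold change 0.49, 51 of 52 genes higher), myeloid priming (5.18e-12, median 1.23, 19 of 21 higher) and lymphoid priming (2.65e-05, median 1.10, 12 of 14 higher) were up. Stem cell genes (1.47e-11, median -0.80, 0 of 18 higher), megakaryocyte and erythroid priming (1.45e-08, median -0.53, 3 of 19 higher), antigen presentation (2.00e-06, median -0.43, 3 of 15 higher) and interferon response (0.00139, median -0.28, 11 of 43 higher) were down. Since marker genes chose the class, shifts between HSC and MPP in it were not separated from changes within cells. Genes called by edgeR over all genes tested numbered 20, 13, 6, 7, 10, 8 and 6 in these 7 lists, and 28, 17, 8, 13, 13, 9 and 6 adjusted over the list alone. S phase (up, 0.162, 5 genes called by each adjustment) and immediate early genes (down, 0.112) did not pass. Nor did mature blood cell transcripts (down, 0.798, median -0.18, mean 0.02). S phase passed without MxCre replicate 1 (0.0163) or Dnmt3a replicate 2 (0.0278), and immediate early genes passed without Dnmt3a replicate 3 (0.0369) or MxCre replicate 1 (0.0497). Under fry, which estimates the correlation between genes from the libraries, 4 of the calls over all comparisons held: stem cell genes (0.00707), megakaryocyte and erythroid priming (0.00263), myeloid priming (0.0135) and antigen presentation (0.0239), all in Dnmt3a against MxCre. With an estimated correlation in camera no call held, the lowest adjusted p being 0.0899, and each direction stayed the same under both.

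In Tnfr1KO-labelled libraries against Dnmt3a, antigen presentation was up (camera Benjamini-Hochberg adjusted p 7.25e-06, median log2 fold change 0.37, 14 of 15 genes higher) and kept its call in each fit without 1 library. Immediate early genes were up (3.77e-05, median 0.47, 24 of 27 higher), and without Tnfr1KO-labelled replicate 1 they turned downward (0.254). Lymphoid priming was up (0.0286, 10 of 14 higher), myeloid priming down (0.0204, 7 of 21 higher) and S phase down (0.0471, 13 of 42 higher). Their adjusted p rose to 0.344 without Dnmt3a replicate 3 for lymphoid priming, 0.361 without Tnfr1KO-labelled replicate 2 for myeloid priming and 0.553 without Dnmt3a replicate 3 for S phase. Interferon response (0.696), G2 and M phase (0.0617), stem cell genes (0.0834), megakaryocyte and erythroid priming (0.160) and mature blood cell transcripts (0.190) were down without passing. Without Dnmt3a replicate 2, G2 and M phase passed at 5.90e-05, without Tnfr1KO-labelled replicate 2 stem cell genes passed at 7.19e-04 and megakaryocyte and erythroid priming at 0.00224, and without Dnmt3a replicate 1 mature blood cell transcripts passed at 0.0327. Adjusted over the list alone, edgeR called 4 antigen presentation, 2 immediate early, 2 G2 and M phase and 1 myeloid priming genes. Over all genes tested it called 0 of the 300 list genes, beside 59 at an unadjusted p below 0.05 and 7 called by DESeq2.

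In Tnfr2KO against Dnmt3a, G2 and M phase genes were down (camera Benjamini-Hochberg adjusted p 2.09e-08, median log2 fold change -0.19, 2 of 52 genes higher), a call that held in each fit without 1 library but not with doublets kept, where the direction was up (0.685, range over its alternatives 1.17e-15 to 0.916). Lymphoid priming (0.0204, 3 of 14 higher) and S phase (0.0305, 16 of 42 higher) were down. Without Dnmt3a replicate 1 lymphoid priming stood at 0.479, and without Dnmt3a replicate 3 S phase stood at 0.553. Immediate early genes (up, 0.0670), interferon response (up, 0.919), megakaryocyte and erythroid priming (up, 0.691), myeloid priming (down, 0.381) and mature blood cell transcripts (down, 0.248) did not pass. Stem cell genes (up, 0.842, median -0.03, mean 0.05) and antigen presentation (down, 0.488, median 0.01, mean -0.19) did not pass either. Without Dnmt3a replicate 3 immediate early genes passed at 0.0140, and without Dnmt3a replicate 1 antigen presentation passed at 0.0319 and mature blood cell transcripts at 0.0261, and the latter also passed without Tnfr2KO replicate 3 (0.0175). Adjusted over the list alone, edgeR called 12 G2 and M phase genes and 1 gene each of S phase, antigen presentation and mature blood cell transcripts. Over all genes tested it called 0 of the 300 list genes, beside 54 at an unadjusted p below 0.05 and 5 called by DESeq2.

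In Tnfr2KO against Tnfr1KO-labelled libraries, antigen presentation (camera Benjamini-Hochberg adjusted p 4.03e-13, median log2 fold change -0.24, 1 of 15 genes higher) and lymphoid priming (4.91e-11, median -0.51, 1 of 14 higher) were down and kept their calls in each fit without 1 library. G2 and M phase (1.59e-05, 3 of 52 higher) and immediate early genes (0.00155, 5 of 27 higher) were also down. Stem cell genes (0.00789, 11 of 18 higher), megakaryocyte and erythroid priming (0.0113, 12 of 19 higher) and myeloid priming (0.0422, 16 of 21 higher) were up. Without Tnfr1KO-labelled replicate 1, immediate early genes passed in the other direction (4.19e-06) and megakaryocyte and erythroid priming stood at 0.254. Without Tnfr1KO-labelled replicate 3, G2 and M phase stood at 0.0569 and stem cell genes at 0.168, and without Tnfr1KO-labelled replicate 2 myeloid priming stood at 0.943. Interferon response (up, 0.488), S phase (up, 0.972) and mature blood cell transcripts (up, 0.798) did not pass. Over all genes tested edgeR called 2 antigen presentation genes, and adjusted over the list alone it called 4 antigen presentation and 3 lymphoid priming genes and 1 gene each of stem cell genes, megakaryocyte and erythroid priming and mature blood cell transcripts.

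Genes called in Tnfr2KO lay close to the targeted gene more often than elsewhere. Among the 100 tested neighbours of Tnfrsf1b on chromosome 4, 16 were called in Tnfr2KO against Dnmt3a in all cells, against 99 of 14335 genes elsewhere (Fisher's exact test, two-sided, p 6.94e-17). Of the 130 called genes 116 could be placed, 30 of them on that chromosome. Within HSC/MPP-like cells the numbers were 6 of 100 against 56 of 11234 (exact p 1.67e-05). Against Tnfr1KO-labelled libraries, 8 of 100 neighbours were called (exact p 3.92e-12). Zfp990 and Zfp992 were among these neighbours. So were Fv1 (-1.88), Fbxo44 (-3.32), Angptl7 (2.33) and Ctnnbip1 (0.79), chosen after their log2 fold changes (bracketed, against Dnmt3a) were seen. Around Tnfrsf1a on chromosome 6, 0 of 100 neighbours were called by edgeR in Tnfr1KO-labelled libraries against Dnmt3a (exact p 1.00), beside 8 of them at an unadjusted p below 0.05 and 0 called by DESeq2. Within HSC/MPP-like cells 1 of 100, Gdf3, was called (exact p 0.496). In Dnmt3a against MxCre, 6 of 100 neighbours of Tnfrsf1a were called in all cells (exact p 0.0412) and 19 of 100 in HSC/MPP-like cells (exact p 0.00651).

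**Figure D4:**
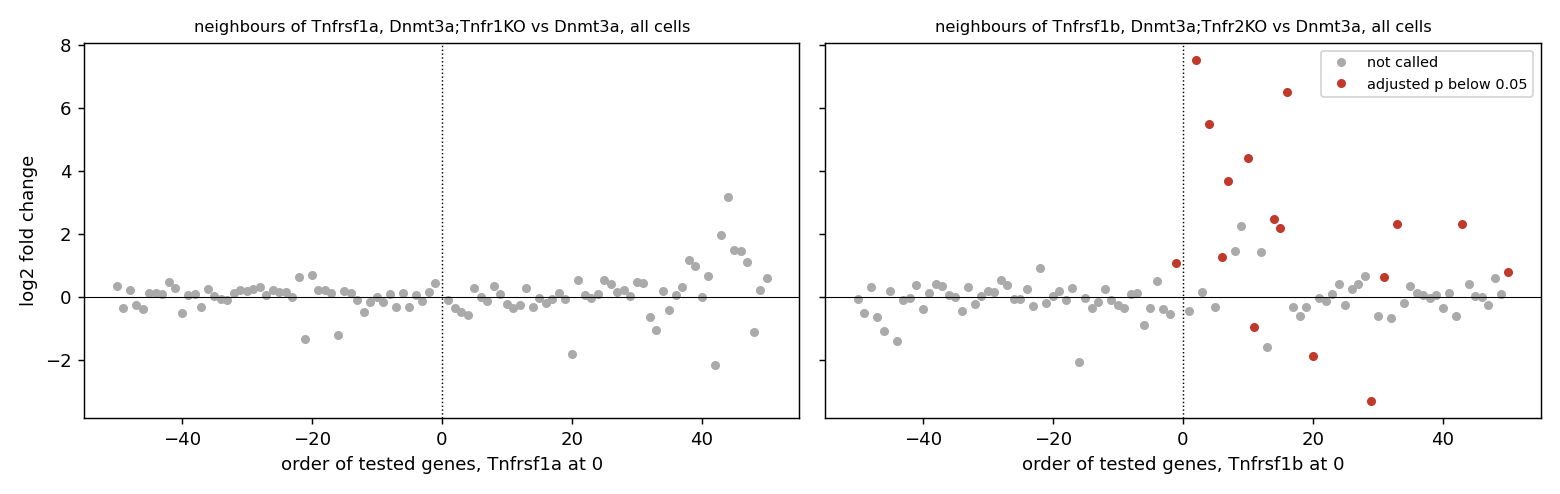
Log2 fold change (vertical axis) against the order of tested genes on either side of Tnfrsf1a in Tnfr1KO-labelled against Dnmt3a and of Tnfrsf1b in Tnfr2KO against Dnmt3a (horizontal axis, 50 genes on each side), with called genes in red. Around Tnfrsf1b 16 of 100 genes are red, and around Tnfrsf1a 0 of 100.

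The libraries also divided in a way the groups did not explain. Gm10076, Hist1h2ap, Gstp1 and Rps29 were higher in MxCre replicates 1 to 3, Tnfr1KO-labelled replicates 1 to 3 and Tnfr2KO replicates 1 and 2 (8 samples) than in Dnmt3a replicates 1 to 4 and Tnfr2KO replicates 3 and 4 (6 samples). The ranges were 677 to 2860 against 92.7 to 224 CPM for Gm10076, 513 to 2269.8 against 53.5 to 98.3 CPM for Hist1h2ap, 21.1 to 58.9 against 6.08 to 15.4 CPM for Gstp1 and 6685 to 11310.4 against 2432 to 5786 CPM for Rps29. The labels name no batch, and the division was defined by the widest gap in Gm10076. With a term for this split, the called genes in all cells numbered 18, 18, 42 and 27, of which 4, 4, 33 and 19 were also called without it, and in HSC/MPP-like cells 125, 27, 50 and 27, of which 82, 5, 24 and 14 were shared. In that fit Dnmt3a against MxCre and Tnfr1KO-labelled against Dnmt3a could be estimated only through the Tnfr2KO libraries, which lay on both sides. Inside 1 side, Tnfr2KO replicates 3 and 4 against Dnmt3a gave 10 genes in all cells (8 shared), and Tnfr2KO replicates 1 and 2 against Tnfr1KO-labelled gave 45 (15 shared). The fall of Tnfrsf1b in Tnfr2KO (-1.39, edgeR quasi-likelihood Benjamini-Hochberg adjusted p 0.0127) and the change of Lrmda in Tnfr1KO-labelled libraries were called with the term, while Rps29 (0.57, adjusted p 0.486), Rpl38 (0.59, 0.487) and Atp5k (0.71, 0.454) were not, and Ckm was not in all cells (2.99, 0.110). Gm10076, whose difference the term takes up by construction, had a log2 fold change of -0.18 with it in HSC/MPP-like cells.

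**Figure D5:**
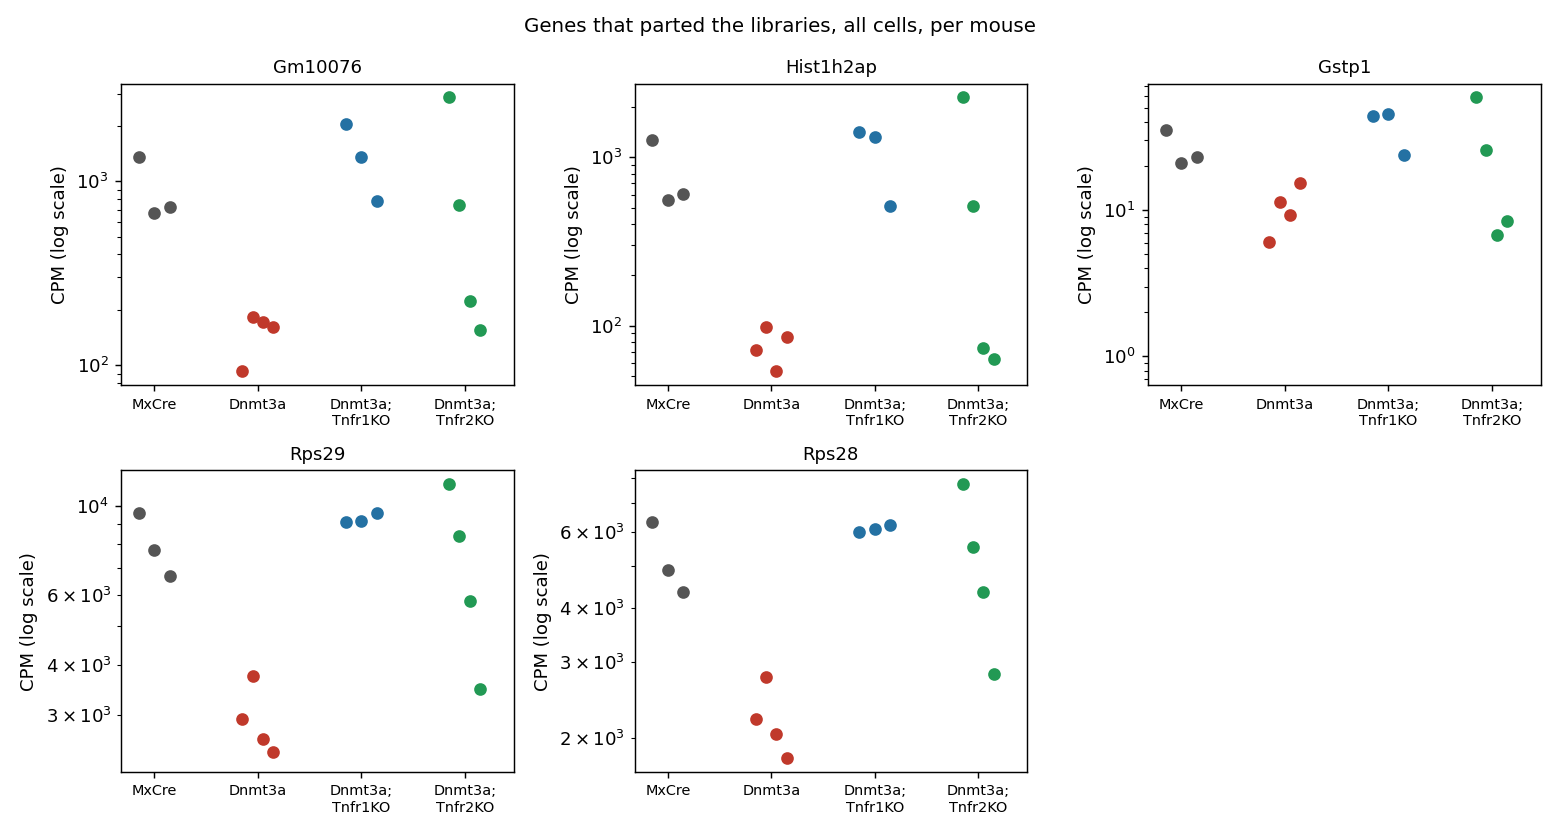
CPM (vertical axes, log scale) of Gm10076, Hist1h2ap, Gstp1, Rps29 and Rps28 for each mouse by group (horizontal axis). The 4 Tnfr2KO mice part into 2 high and 2 low samples for each gene, with MxCre and Tnfr1KO-labelled mice at the high level and Dnmt3a mice at the low level.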

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

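All tests in this part, and the limits by which they were judged, were chosen after the result was seen. In groups of 4 mice, a value far from the other 3 was sought by Dixon's criterion in 131 sets of shares and gene levels, the shares of every unnamed cluster included. Of these sets 21 had such a value, where chance gives about 1 in 20 (6.55 sets). Dnmt3a replicate 4 accounted for 10 of the 21, Tnfr2KO replicate 4 for 6 and Dnmt3a replicate 1 for 3, and the sets are not independent.

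In Dnmt3a replicate 4, B-lymphoid progenitor-like cells made up 36.6% of cells, against 0.148% to 3.12% in the other Dnmt3a mice. The B lineage genes followed: Vpreb3 stood at 547 CPM (others 3.50 to 33.7), Igll1 at 265 (1.06 to 13.3), Sdc4 at 99.3 (0.400 to 3.18), Pax5 at 54.1 (0.388 to 3.98) and Lef1 at 47.9 CPM (0.200 to 7.38). The same library had more T/NK/innate lymphoid-like cells (1.70%, others 0.104% to 0.201%) and more cells of cluster 19 (5.57%, others 0 to 0.208%), cluster 21 (6.07%, others 0.0371% to 0.146%) and cluster 27 (2.73%, others 0 to 0.260%), which are led by neutrophil and haemoglobin genes. Mature B cells that passed the sort without Kit were considered as the source of the B-lymphoid share. A UMI of Kit was found in 53.0% of the B-lymphoid cells at a median of 4834 UMIs, but in 0.769% of the mature-B-like cluster 16 of that library at a median of 3280 UMIs, so free RNA at the level of cluster 16 does not account for it and mature B cells are argued against. The leading heavy chain V genes, Ighv5-2, Ighv1-38 and Ighv7-1, took 29.9%, 22.01% and 21.6% of 268 V gene UMIs. As 3' counts rarely cover the V gene of a rearranged transcript, an expansion of 1 B cell stays open. Clusters 21, 19 and 27 had Kit UMIs in 3.34%, 8.94% and 18.9% of cells, at medians of 3377, 7253.5 and 2549.5 UMIs, and transcripts of the mature blood cell list summed to 56457 CPM in this library against 1264 to 23972 CPM in the others. Clusters 19 and 27 therefore stood above the level of cluster 16 too, and whether cells without Kit passed the sort was not tested for these 3 clusters and stays open. Why progenitors of the B lineage were frequent in this mouse stays open. The other 3 Dnmt3a mice did not share it, so the genotype alone was not tested as an explanation.

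In Dnmt3a replicate 1, cluster 22, led by histone genes, held 29.7% of cells (others 0 to 1.26%). Cluster 9, whose cells had few UMIs, held 4.00% (others 0.292% to 0.891%), and F13a1 in HSC/MPP-like cells stood at 42.9 CPM (others 3.58 to 10.3). Transcripts of 66 histone genes summed to 8549 CPM in this library and to 1366 to 4576 CPM in the other 13. The class-level views were mixed: 2136 CPM in granulocyte progenitor-like cells lay inside the range of the other libraries (1011 to 3631), 7285 CPM in erythroid progenitor-like cells lay below that of Dnmt3a replicate 4 (9577), and 11066 CPM in megakaryocyte progenitor-like cells was the highest (next 6025). Cluster 11, chosen after these views, had histone levels 2.45 times the mean of 12 other libraries (16894 CPM, highest other 11089). S phase genes there differed from the mean of the other libraries by 0.134 on the log2 scale (SD 0.156 between them). Since the cluster was formed on expression, cell cycle genes included, and cluster 22 was not tested, more cells in S phase stay open. This library also had 5138 of 7257 barcodes under 1000 UMIs, so lower RNA quality, or capture of transcripts that normally lack a poly(A) tail, may explain the histone signal and was not tested. No biological explanation other than S phase was tested.

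Tnfr2KO replicate 4 stood apart from the other Tnfr2KO mice in genes that were high in MxCre and low in Dnmt3a. Mtus2 was at 1.72 CPM in all cells (others 0.0139 to 0.0259) and 1.14 CPM in HSC/MPP-like cells (others 0 to 0.0938), Psma8 at 47.6 CPM (others 0 to 3.89) and Smim40 at 7.55 CPM (others 0.145 to 1.37) in HSC/MPP-like cells. Vpreb3 was at 2.68 CPM (others 0.404 to 0.785) and cluster 14 held 3.49% of cells (others 1.77% to 1.96%). Tnfrsf1b in this library (5.45 CPM) lay inside the range of its group. A mixture with cells of an MxCre mouse was argued against, because Psma8 stood at 228% of its MxCre mean (15.5 to 24.5 CPM over the MxCre libraries) while Smim40 stood at 55.3% and Mtus2 at 4.74% in HSC/MPP-like cells. Differences between donors stay open for this library and were not tested. In Tnfr2KO replicate 3, cluster 21 held 1.25% of cells (others 0.0711% to 0.233%), and in Dnmt3a replicate 3, Tnfrsf1b in HSC/MPP-like cells was lower than in the others (8.11 CPM from 77 UMIs, others 10.4 to 10.8). For these last 2 libraries neither a technical nor a biological explanation was tested, and a mixed sample, differences between donors and cells that passed the sort stay open.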

How the results depend on the processing

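All alternatives were planned before the values were seen except the library split as a term and one side of the library split, both chosen after the result was seen. Among 4 differences of the HSC/MPP-like share, 3 kept their direction and side of the threshold throughout. In the alternatives other than leaving out 1 library, 25 of 26 values stayed the same and 1 reversed, and without 1 library all 29 stayed the same. For the ratio the numbers were 14 the same, 3 reversed and 5 weaker of 22, and 25 the same and 4 weaker of 29. The NF-kB target list gave 35 the same, 3 stronger and 2 weaker of 40, and 25 the same, 1 reversed, 2 stronger and 1 weaker of 29. The targeted genes gave 15 the same and 1 reversed of 16, and 15 of 15 the same.

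Results of lesser weight moved more. Of 204 values for the shares of other classes, 183 stayed the same, 16 reversed and 5 became stronger, and without 1 library 208 of 232 stayed the same and 24 reversed. Of 400 values for other lists, 299 stayed the same, 31 reversed, 17 became stronger and 53 weaker, and without 1 library the numbers were 227, 25, 14 and 24 of 290. Of 558 values for named genes, 500 stayed the same, 13 reversed, 6 became stronger and 39 weaker, and without 1 library they were 386, 14, 4 and 103 of 507. The counts of called genes stayed within 1.5 times in 60 of 92 values and in 16 of 58 without 1 library, and those of the other classes in 104 of 176 and 38 of 113. At Leiden resolution 0.5 no cluster was named dendritic cell progenitor-like, so that class has no value there.

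Numbers of called genes are given below for Dnmt3a against MxCre, Tnfr1KO-labelled against Dnmt3a, Tnfr2KO against Dnmt3a and Tnfr2KO against Tnfr1KO-labelled, in this order. With edgeR they were 384, 71, 130 and 30 in all cells and 1177, 86, 69 and 19 in HSC/MPP-like cells. DESeq2 gave 1536, 920, 1093 and 105 in all cells and 1340, 229, 225 and 33 in HSC/MPP-like cells. An absolute log2 fold change of at least 1 left 186, 48, 69 and 25, and 377, 38, 33 and 14, by its construction. With only the 2 groups compared, and so fewer libraries to estimate the spread, the counts were 7, 68, 17 and 41, and 789, 97, 20 and 21. RLE size factors raised the second count in all cells to 124. Without the filter on low counts, when more genes are tested, HSC/MPP-like cells gave 1476, 325, 317 and 103. The stricter cell filter gave 214 for the third comparison in all cells. For the fourth comparison in HSC/MPP-like cells, doublets kept gave 29 and Leiden resolution 0.5 gave 34. The library split as a term gave 18, 18, 42 and 27 in all cells and 125, 27, 50 and 27 in HSC/MPP-like cells. One side of the library split, with fewer libraries, left 10 for Tnfr2KO against Dnmt3a and 45 for Tnfr2KO against Tnfr1KO-labelled in all cells, and 14 and 73 in HSC/MPP-like cells. Apart from the smaller numbers of genes or libraries named, the cause was not tested.

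Leaving out 1 library also moved the counts. In all cells the first 2 counts ran from 1 (without MxCre replicate 2) to 1265 and from 8 (without Tnfr1KO-labelled replicate 3) to 301. The last 2 ran from 30 (without Tnfr2KO replicate 3) to 797 and from 18 (without Tnfr2KO replicate 1) to 27 (without Tnfr1KO-labelled replicate 1). For HSC/MPP-like cells the first 2 ran from 244 (without MxCre replicate 3) to 1391 and from 15 (without Tnfr1KO-labelled replicate 2) to 205. The last 2 ran from 21 (without Tnfr2KO replicate 1) to 365 and from 10 (without Tnfr1KO-labelled replicate 2) to 24 (without Tnfr2KO replicate 3). The upper counts of the first 3 comparisons were without Dnmt3a replicate 2. A count rose in each comparison that uses Dnmt3a when its replicate 2 was left out, and the cause was not tested.

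Labels gave the same replicate numbers to each group, but same-numbered libraries did not deviate together throughout. Correlations of their deviations ran from -0.222 to 0.252 over 13 pairs in all cells, 4 of them above 0.1, and from -0.200 to 0.107 in HSC/MPP-like cells, where 1 of 13 was. In genes above 10 CPM and over all 6 pairs of groups the range was wider, from -0.475 to 0.442 in all cells (8 of 19 above 0.1) and from -0.298 to 0.222 in HSC/MPP-like cells (3 of 19). In neither check were all pairs of a comparison above 0.1, so the numbers were not taken to pair the samples. With the replicate block the counts were 140, 39, 127 and 34 in all cells and 1002, 58, 76 and 19 in HSC/MPP-like cells. The ratio of Tnfr2KO against Dnmt3a was -6.41 under the block (exact two-sided permutation p 0.125, the smallest possible with 16 arrangements, so the call could not be kept). Under the block, signs turned for the T/NK share of Dnmt3a against MxCre (-0.0866 percentage points) and for the basophil/mast cell (-0.0793) and dendritic cell (0.0850) shares of Tnfr2KO against Tnfr1KO-labelled. For these 3 shares the cause is shown, because the block drops replicate 4, which has no partner, and leaving out replicate 4 alone gives the same values. Signs also turned for the log2 fold changes of Tnfrsf1a (-0.0605) and Tnfrsf1b (-0.0397) in Dnmt3a against MxCre and of Tnfrsf1b (0.0091) in Tnfr1KO-labelled against Dnmt3a. Lists that turned down under the block were interferon response in Tnfr2KO against Dnmt3a (camera adjusted p 0.952) and S phase (0.942) and mature blood cell transcripts (0.642) in Tnfr2KO against Tnfr1KO-labelled. For the genes and lists the cause was not tested.

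The HSC/MPP-like share of Tnfr2KO against Dnmt3a turned to -1.01 percentage points at Leiden resolution 2, and the cause was not tested. The log2 ratio of lymphoid to granulocyte-monocyte cells in Tnfr2KO against Dnmt3a was -1.09 at Leiden resolution 2, -1.59 with doublets kept and -1.20 with the stricter cell filter. Against Tnfr1KO-labelled it turned to 0.33, 0.41 and 0.27 in the same order. In these 3 settings a cluster was named lymphoid-primed MPP-like (3710, 5163 and 5927 cells) and entered the ratio, which shows the cause. With one side of the library split the ratio against Dnmt3a was -5.75 from 2 Tnfr2KO libraries. Without 1 library it ran from -7.71 (without Dnmt3a replicate 2) to -5.02 (without Dnmt3a replicate 4). Without any 1 Tnfr2KO library the exact p was 0.0571 (2 of 35 splits).

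Shares of other classes, none past the threshold in the exact test, changed sign as follows, in percentage points. At Leiden resolution 2 these were granulocyte in Dnmt3a against MxCre (0.472) and erythroid in Tnfr1KO-labelled against Dnmt3a (-0.111), Tnfr2KO against Dnmt3a (-0.218) and Tnfr2KO against Tnfr1KO-labelled (-0.107). Basophil/mast cells in Tnfr2KO against Dnmt3a rose at Leiden resolution 0.5 (0.357) and with doublets kept (0.177), and megakaryocyte progenitors in Tnfr1KO-labelled against Dnmt3a with the stricter cell filter (0.216). With one side of the library split, basophil/mast (0.0352), erythroid (-1.52) and megakaryocyte (-0.930) shares turned in Tnfr2KO against Dnmt3a, and basophil/mast (-0.0811), dendritic (0.220) and granulocyte (-0.635) shares against Tnfr1KO-labelled. The cause was not tested.

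Without 1 library, differences in Dnmt3a against MxCre ran from -0.0866 to 0.444 (T/NK), -0.118 to 0.150 (basophil/mast) and -3.78 to 1.85 (granulocyte). In Tnfr1KO-labelled against Dnmt3a they ran from -0.156 to 0.556 (T/NK), -0.175 to 0.00963 (basophil/mast), -1.83 to 3.53 (erythroid) and -2.06 to 1.22 (megakaryocyte). In Tnfr2KO against Dnmt3a the ranges were -0.159 to 0.0250 (basophil/mast), -0.582 to 3.94 (erythroid) and -0.303 to 2.98 (megakaryocyte). Against Tnfr1KO-labelled they were -0.0793 to 0.0778 (basophil/mast), -0.147 to 0.0850 (dendritic) and -1.91 to 3.45 (erythroid). The cause was not tested.

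NF-kB targets in Tnfr1KO-labelled against Dnmt3a lost their call with fry (adjusted p 0.141) and with camera at estimated correlation (0.341), range over the alternatives 3.88e-05 to 0.417. In Tnfr2KO against Tnfr1KO-labelled they passed the threshold without the filter on low counts (camera adjusted p 0.0375), with doublets kept (0.00690) and at Leiden resolution 0.5 (5.55e-04), range 5.55e-04 to 0.621. Camera adjusted p values of other lists that changed direction follow. With doublets kept these were mature blood cell transcripts in Dnmt3a against MxCre (up, 0.803), G2 and M phase (up, 0.0152) and myeloid priming (up, 0.260) in Tnfr1KO-labelled against Dnmt3a, and mature blood cell transcripts in Tnfr2KO against Tnfr1KO-labelled (down, 0.197). In Tnfr2KO against Dnmt3a they were interferon response (down, 0.552), G2 and M phase (up, 0.685), stem cell genes (down, 0.160), myeloid priming (up, 0.0225) and megakaryocyte and erythroid priming (down, 0.945). At Leiden resolution 0.5 they were mature transcripts (up, 0.801) in the first comparison, G2 and M phase (up, 0.0598) in the second, interferon response (down, 0.916), G2 and M phase (up, 0.916) and myeloid priming (up, 0.463) in the third, and S phase (down, 0.821) and mature transcripts (down, 0.567) in the fourth. At Leiden resolution 2 they were mature transcripts in the first (up, 0.649), G2 and M phase (up, 0.0689) and stem cell genes (up, 0.744) in the second and S phase in the fourth (down, 0.376). Without the filter on low counts they were stem cell genes in the third (down, 0.989) and mature transcripts in the fourth (down, 0.705). The library split as a term turned myeloid priming and mature transcripts in the second (up, 0.503 and 0.0904), the third (up, 0.470 and 0.674) and the fourth comparison (down, 0.828 and 0.0322). Without a change of direction, G2 and M phase lost its call with that term in the fourth comparison (down, 0.150). It passed in the second (down, 7.03e-05), as did S phase (up, 0.0303) and mature transcripts (down, 0.00974) in the first. The cause was not tested.

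Without 1 library, camera adjusted p values of NF-kB targets ran from 3.88e-05 to 0.417 (without Tnfr1KO-labelled replicate 1) in the second comparison and from 0.00130 to 0.398 (without Tnfr1KO-labelled replicate 1, direction up) in the fourth. Immediate early genes ran from 5.99e-15 to 0.254 and from 1.52e-15 to 0.0105, and turned up in the fourth comparison without Tnfr1KO-labelled replicate 1 (4.19e-06). Interferon response ran from 0.188 to 0.911, 0.121 to 0.947 and 0.0540 to 0.778 in the last 3 comparisons. Mature transcripts ran from 0.122 to 0.865, 0.0327 to 0.562, 0.0175 to 0.781 and 0.135 to 0.943 in the 4 comparisons in their order. In the second, G2 and M phase ran from 5.90e-05 to 0.643. In the third, stem cell genes ran from 0.444 to 0.945 and megakaryocyte and erythroid priming from 0.328 to 0.984, and in the fourth, S phase from 0.370 to 0.967. The cause was not tested.

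Several log2 fold changes changed sign, most of them near 0. With the library split as a term, Dnmt3a against MxCre gave -0.41 for Tnfrsf1a, -0.0808 for Tnfrsf1b and 0.0395 for Tnf. Tnfr1KO-labelled against Dnmt3a gave 0.26 for Tnfrsf1a, 0.0523 for Tnfrsf1b and, in HSC/MPP-like cells, 0.16 for Tnfrsf1a and -0.18 for Gm10076 (3.08 without the term, which takes up the difference since the split was defined by this gene). Tnfrsf1b in Dnmt3a against MxCre was -0.0072 without the filter on low counts, -0.0078 with only the 2 groups compared and -0.0035 with doublets kept, and -0.0800 with doublets kept in HSC/MPP-like cells of Tnfr1KO-labelled against Dnmt3a. Without 1 library, Dnmt3a against MxCre ran from -0.0555 to 0.16 for Tnfrsf1a, -0.0887 to 0.18 for Tnfrsf1b and -0.35 to 0.0056 for Tnf, and from -0.64 to 0.0811 for Tnf in HSC/MPP-like cells. Tnfr1KO-labelled against Dnmt3a ran from -0.23 to 0.12 for Tnfrsf1b, -0.41 to 0.81 for Tnf and, in HSC/MPP-like cells, -0.0720 to 0.17 for Tnfrsf1b. The cause was not tested.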

Other observations

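The counts of called genes near Tnfrsf1a and Tnfrsf1b and the fits of the NF-kB list without 1 library were planned before their result was seen, while the reading of the latter as a response in 1 library and the other tests in this part were chosen after the result was seen, including the limits by which they were judged. The gene nearest to a check of the labels, Tnfrsf1a, was not lower in the Tnfr1KO-labelled libraries beyond the spread between mice, although their mean of 38.2 CPM was the lowest of the 4 groups. A chromosome segment carried along with the knockout would leave called genes around it, as it may have done around Tnfrsf1b in Tnfr2KO, where 16 of 100 neighbours were called (Fisher's exact test, two-sided, p 6.94e-17). Around Tnfrsf1a 0 of 100 were called by edgeR in Tnfr1KO-labelled against Dnmt3a (exact p 1.00), beside 0 called by DESeq2 and 8 at an unadjusted p below 0.05, which is fewer than the 19.8% of genes elsewhere (exact p 0.00219), and in HSC/MPP-like cells 1 of 100 was called (exact p 0.496). In Tnfr2KO against Tnfr1KO-labelled, 13 of 100 had an unadjusted p below 0.05, against 4.03% of genes elsewhere (exact p 2.11e-04), with genes of natural killer cells such as Klra4 and Klra8 among them. With 56 genes called elsewhere in Tnfr1KO-labelled against Dnmt3a, less than 1 call per 100 neighbours is due without a segment, so a segment around Tnfrsf1a is neither shown nor excluded. Whether these libraries are mislabelled or carry an allele that keeps the 3' part of the transcript was not tested. Around the same gene 6 of 100 neighbours were called in Dnmt3a against MxCre in all cells (exact p 0.0412) and 19 of 100 in HSC/MPP-like cells (exact p 0.00651), while at an unadjusted p below 0.05 there were 21 against 24.1% of genes elsewhere (exact p 0.557) and 31 against 25.6% (exact p 0.208), for which no explanation was tested. For Tnfr2KO, the genes of the segment may differ through the strain of origin and not through loss of the receptor.

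Runs of neighbouring called genes outside chromosome 4 were sought in windows of 40 genes, to see whether other segments differ. In Tnfr1KO-labelled against Dnmt3a, the fullest window held Zfp503, Lrmda and Gm10248 in all cells (0.369 of 1000 shuffles of the calls had as many) and Pira2, Eps8l1, Dnaaf3 and Isoc2b in HSC/MPP-like cells (0.160). In Tnfr2KO against Dnmt3a the fullest windows held Ebf1, Thg1l and Havcr2 (0.858) and Pira2, Eps8l1 and Dnaaf3 (0.381). Further segments cannot be told apart from scattered calls in these 4 scans, since few genes were called.

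Other splits of the same libraries into groups of the same sizes were counted, 35 for each comparison with the real split included. For all cells, chance could not be excluded in Dnmt3a against MxCre, where 2 of 35 splits gave as many called genes, the other being MxCre replicates 1 to 3 with Dnmt3a replicate 2 against the rest (988 genes). That split differs from the real one by 1 library and so keeps most of its contrast, and the remaining 33 gave at most 15 genes. In Tnfr1KO-labelled against Dnmt3a, Tnfr2KO against Dnmt3a and Tnfr2KO against Tnfr1KO-labelled, 1 of 35 splits, the real one, gave as many, so chance was argued against. For HSC/MPP-like cells, 1 of 35 splits gave as many in Dnmt3a against MxCre, Tnfr2KO against Dnmt3a and Tnfr2KO against Tnfr1KO-labelled. Chance could not be excluded in Tnfr1KO-labelled against Dnmt3a, where 2 of 35 gave as many, the other one setting Dnmt3a replicates 1, 3 and 4 apart from the rest (113 genes). It too differs from the real split only by Dnmt3a replicate 2, and the remaining 33 gave at most 3 genes.

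The division of the libraries into 8 high and 6 low samples may be technical, since it parts the Tnfr2KO group and involves ribosomal protein and histone transcripts. Rps29, Rps28, Rpl38 and Atp5k, which were higher in Tnfr1KO-labelled than in Dnmt3a libraries by 1.66, 1.46, 1.48 and 1.502 on the log2 scale, also differed between the Tnfr2KO replicates 1 and 2 and the replicates 3 and 4, by at least 0.791, so a difference between libraries unrelated to genotype remains a candidate explanation for these 4 genes. As the whole cause of the called genes it was argued against. Over the genes called in Dnmt3a against MxCre and in Tnfr1KO-labelled against Dnmt3a, the log2 difference between the 2 sides of Tnfr2KO rose by 0.0602 and 0.0867 per unit of fold change in all cells, and by 0.0715 and 0.143 in HSC/MPP-like cells, where a purely technical cause would need slopes near 1. In these comparisons each group lies on 1 side, so for a single gene the split and the genotype can be parted only through the 4 Tnfr2KO libraries. A test of whether on-and-off genes pair the Tnfr2KO libraries by donor was tried at 3 pairs of thresholds and found too few genes to decide.

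A response in 1 library is a candidate explanation for the rise of NF-kB targets in Tnfr1KO-labelled libraries. Without replicate 1 the camera adjusted p of the list was 0.417, and over the alternatives it ran from 3.88e-05 to 0.417. In HSC/MPP-like cells Nfkbia stood at 191 CPM in that library, against 48.2 and 49.5 CPM in the other 2 of its group and 39.6 to 69.1 CPM elsewhere, and Fos at 431 CPM against 57.9 and 44.8 CPM in the other 2 and 40.03 to 198 CPM elsewhere. Stress during cell preparation could give both, and 63.2% of the barcodes of this library were kept, but no test separated it from a response in the animal.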
